# Early removal of senescent cells protects retinal ganglion cells loss in experimental ocular hypertension

**DOI:** 10.1111/acel.13089

**Published:** 2019-12-22

**Authors:** Lorena Raquel Rocha, Viet Anh Nguyen Huu, Claudia Palomino La Torre, Qianlan Xu, Mary Jabari, Michal Krawczyk, Robert N. Weinreb, Dorota Skowronska‐Krawczyk

**Keywords:** CNS, glaucoma, neuroprotection, senescence

## Abstract

Experimental ocular hypertension induces senescence of retinal ganglion cells (RGCs) that mimics events occurring in human glaucoma. Senescence‐related chromatin remodeling leads to profound transcriptional changes including the upregulation of a subset of genes that encode multiple proteins collectively referred to as the senescence‐associated secretory phenotype (SASP). Emerging evidence suggests that the presence of these proinflammatory and matrix‐degrading molecules has deleterious effects in a variety of tissues. In the current study, we demonstrated in a transgenic mouse model that early removal of senescent cells induced upon elevated intraocular pressure (IOP) protects unaffected RGCs from senescence and apoptosis. Visual evoked potential (VEP) analysis demonstrated that remaining RGCs are functional and that the treatment protected visual functions. Finally, removal of endogenous senescent retinal cells after IOP elevation by a treatment with senolytic drug dasatinib prevented loss of retinal functions and cellular structure. Senolytic drugs may have the potential to mitigate the deleterious impact of elevated IOP on RGC survival in glaucoma and other optic neuropathies.

## 1 INTRODUCTION

Glaucoma is comprised of progressive optic neuropathies characterized by degeneration of retinal ganglion cells (RGC) and resulting changes in the optic nerve. It is a complex disease where multiple genetic and environmental factors interact (Skowronska‐Krawczyk et al., 2015; Weinreb, Aung, & Medeiros, 2014). Two of the leading risk factors, increased intraocular pressure (IOP) and age, are related to the extent and rate of RGC loss. Although lowering IOP is the only approved and effective treatment for slowing worsening of vision, many treated glaucoma patients continue to experience loss of vision and some eventually become blind. Several findings suggest that age‐related physiological tissue changes contribute significantly to neurodegenerative defects that cause result in the loss of vision.

Mammalian aging is a complex process where distinct molecular processes contribute to age‐related tissue dysfunction. It is notable that specific molecular processes underlying RGC damage in aging eyes are poorly understood. While no single defect defines aging, several lines of evidence suggest that activation of senescence is a vital contributor (He & Sharpless, 2017).

In a mouse model of glaucoma/ischemic stress, we reported the effects of *p16Ink4a* on RGC death (Skowronska‐Krawczyk et al., 2015). Upon increased IOP, the expression of *p16Ink4a* was elevated, and this led to enhanced senescence in RGCs and their death. Such changes most likely cause further RGC death and directly cause loss of vision. In addition, the analysis of p16KO mice suggested that lack of *p16Ink4a* gene protected RGCs from cell death caused by elevated IOP (Skowronska‐Krawczyk et al., 2015). Importantly, elevated expression of *p16INK4a* and senescence were both detected in human glaucomatous eyes (Skowronska‐Krawczyk et al., 2015). Therefore, for the first time, *p16Ink4a* was implicated as a downstream integrator of diverse signals causing RGC aging and death, both characteristics changes in the pathogenesis of glaucoma. Our findings were further supported by a subsequent report showing that *p16Ink4a* was upregulated by TANK binding kinase 1 (TBK1) a key regulator of neuroinflammation, immunity, and autophagy activity. TBK also caused RGC death in ischemic retina injury (Li, Zhao, & Zhang, 2017). Of particular note, a recent bioinformatic meta‐analysis of a published set of genes associated with primary open‐angle glaucoma (POAG) pointed at senescence and inflammation as key factors in RGC degeneration in glaucoma (Danford et al., 2017).

Glaucoma remains relatively asymptomatic until it is severe, and the number of affected individuals is much higher than the number diagnosed. Numerous clinical studies have shown that lowering IOP slows the disease progression (Boland et al., 2013; Sihota, Angmo, Ramaswamy, & Dada, 2018). However, RGC and optic nerve damage are not halted despite lowered IOP, and deterioration of vision progresses in most treated patients. This suggests the possibility that an independent damaging agent or process persists even after the original insult (elevated IOP) has been ameliorated.

We hypothesized that early removal of senescent RGCs that secrete senescent associated secretory proteins (SASP) could protect remaining RGCs from senescence and death induced by IOP elevation. To test this hypothesis, we used an established transgenic p16‐3MR mouse model (Demaria et al., 2014) in which the systemic administration of the small molecule ganciclovir (GCV) selectively kills *p16INK4a*‐expressing cells. We show that the early removal of *p16Ink4^+^* cells has a strong protective effect on RGC survival and visual function. We confirm the efficiency of the method by showing the reduced level of *p16INK4a* expression and lower number of senescent β‐galactosidase‐positive cells after GCV treatment. Finally, we show that treatment of p16‐3MR mice with a known senolytic drug (dasatinib) has a similar protective effect on RGCs as compared to GCV treatment in p16‐3MR mice.

## 2 MATERIALS AND METHODS

### 2.1 Animals

All animal experiments were approved by the UC San Diego Institutional Animal Care and Use Committee (IACUC) and adhered to the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research. Adult p16‐3MR (Demaria et al., 2014) or C57BL/6 mice (12–16 weeks old, Jackson Labs) were housed in 20°C environment with standard (12 hr light/dark) cycling, food, and water available ad libitum. For all experiments, an equal number of male and female mice were used.

### 2.2 Drug treatment

The p16‐3MR transgenic model (Figure 1a), in which the mice carry a trimodal reporter protein (3MR) under the control of p16 regulatory region (Demaria et al., 2014), allows potent selective removal of senescent cells. The 3MR transgene encodes a fusion protein consisting of Renilla luciferase, a monomeric red fluorescent protein (mRFP) and herpes simplex virus thymidine kinase (HSV‐TK) which converts ganciclovir (GCV) into a toxic DNA chain terminator to selectively kill HSV‐TK expressing cells. The experimental group of animals was treated by intraperitoneal (IP) administration of GCV (Sigma, 25 mg/kg once a day) or dasatinib (Sigma, 5 mg/kg) after IOP elevation (see below), and a control group of mice was sham‐treated with PBS or vehicle (DMSO). Each mouse underwent unilateral hydrostatic pressure‐induced IOP elevation to 90 mm Hg, with the contralateral eye left as an untreated control. The mice were IP injected intraperitoneally with GCV or dasatinib at day 0 (IOP elevation day) and continued for four consecutive days (Figure 1b). At day 5, animals were euthanized, and retinas were isolated and immunostained with anti‐Brn3a antibody to evaluate the number of RGCs. All drugs were prepared according to the UC San Diego Institutional Animal Care and Use Committee (IACUC) standards. To ensure a sterile environment, compounds were prepared under the tissue culture hood using sterile PBS. The final solution was filtered through a 0.22‐µm PES membrane just before injection. Tips, tubes, and syringes were sterile.

**Figure 1:**
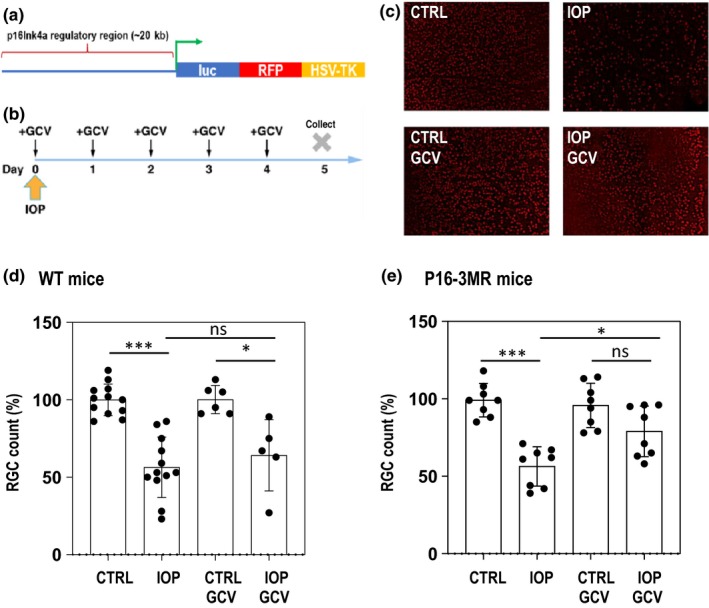
Removal of early senescent cells has a neuroprotective effect on RGCs. (a) Schematic representation of the p16‐3MR transgene. Triple fusion of luciferase, the red fluorescent protein, and tyrosine kinase from HSV virus are under control of the regulatory region of p16Ink4a gene. (b) Plan of the experiment. After unilateral IOP elevation mice are daily injected with GCV (25 mg/kg) intraperitoneally. At day 5 VEP is measured, and tissue is collected for further experiments. (c) Representative images of retina flat‐mount immunohistochemistry at day five with anti‐Brn3a antibody specifically labeling ~80% of RGC cells. (d) Quantification of RGC number at day five after the treatment of WT animals. *N* ≥ 5 animals in each group (e) Quantification of RGC number at day five after the treatment of p163MR animals. *N* = 8 animals in each group. In d and e, statistical tests were performed using ANOVA with post hoc Tukey correction for multiple testing. *p < .05, **p < .01, ***p < .001, n.s., not significant

### 2.3 Hydrostatic intraocular pressure (IOP) elevation

Animals were anesthetized with an intraperitoneal injection of ketamine/xylazine cocktail, (100 and 10 mg/kg, respectively), their eyes anesthetized with one drop of proparacaine (0.5%, Bausch‐Lomb) and dilated with one drop of tropicamide (1%, Alcon Laboratories). Unilateral elevation of IOP was achieved by infusing balanced salt solution (Alcon Laboratories) into the anterior chamber of the eye through using an intravenous (IV) infusion set. The level of IOP increase was determined by the height of the saline bottles on the IV infusion set. Stable elevated IOP of 85–90 mm Hg was maintained for 60 min and controlled by IOP measurements using a veterinary rebound tonometer (Tonovet). Both eyes were lubricated throughout testing with an ophthalmic lubricant gel (GenTeal, Alcon Laboratories). Animals recovered on a Deltaphase isothermal pad (Braintree Scientific) until awake. The contralateral eye without IOP elevation served as a healthy non‐IOP control (CTRL).

### 2.4 Visual evoked potential

VEP measurements were taken at five days post‐IOP elevation. This protocol was adapted from prior studies (Ridder & Nusinowitz, 2006). Mice were dark‐adapted for at least 12 hr before the procedure. Animals were anesthetized with ketamine/xylazine and their eyes dilated as above. The top of the mouse's head was cleaned with an antiseptic solution. A scalpel was used to incise the scalp skin, and a metal electrode was inserted into the primary visual cortex through the skull, 0.8 mm deep from the cranial surface, 2.3 mm lateral to the lambda. A platinum subdermal needle (Grass Telefactor) was inserted through the animal's mouth as a reference and through the tail as ground. The measurements commenced when the baseline waveform became stable, 10–15 s after attaching the electrodes. Flashes of light at 2 log cd.s/m^2^ were delivered through a full‐field Ganzfeld bowl at 2 Hz. Signal was amplified, digitally processed by the software (Veris Instruments), then exported, and peak‐to‐peak responses were analyzed in Excel (Microsoft). To isolate VEP of the measured eye from the crossed signal originating in the contralateral eye, a black aluminum foil eyepatch was placed over the eye not undergoing measurement. For each eye, peak‐to‐peak response amplitude of the major component P1‐N1 in IOP eyes was compared to that of their contralateral non‐IOP controls. Following the readings, the animals were euthanized, and their eyes collected and processed for immunohistological analysis.

### 2.5 Immunohistochemistry

Following euthanasia, eyes were enucleated and fixed in 4% paraformaldehyde (PFA) in PBS (Affymetrix) for 1 hr and subsequently transferred to PBS. The eyes were then dissected, the retinas flat‐mounted on microscope slides, and immunostained using a standard sandwich assay with anti‐Brn3a antibodies (Millipore, MAB1595) and secondary AlexaFluor 555 anti‐mouse (Invitrogen, A32727). Mounted samples (Fluoromount, Southern Biotech 0100‐01) were imaged in the fluorescent microscope at 20x magnification (Biorevo BZ‐X700, Keyence), focusing on the central retina surrounding the optic nerve. Overall damage and retina morphology were also taken into consideration for optimal assessment of the retina integrity. Micrographs were quantified using manufacturer software for Brn3a‐positive cells in 6 independent 350 × 350 µm areas per flat mount.

### 2.6 Real‐time PCR

Total RNA extraction from mouse tissues, cDNA synthesis, and RT‐qPCR experiments were performed as previously described (Skowronska‐Krawczyk et al., 2015). Assays were performed in triplicate. Relative mRNA levels were calculated by normalizing results using GAPDH. The primers used for RT‐qPCR are the same as in (Skowronska‐Krawczyk et al., 2015). The differences in quantitative PCR data were analyzed with an independent two‐sample *t* test.

### 2.7 SA‐βgal assay to test senescence on retinas mouse eyes

Senescence assays were performed using the Senescence b‐Galactosidase Staining Kit (Cell Signaling) according to the manufacturer's protocol. Images were acquired using a Hamamatsu Nanozoomer 2.0HT Slide Scanner and quantified in independent images of 0.1 mm^2^ covering the areas of interest using Keyence software.

### 2.8 RNA‐Seq analysis

High‐quality RNA was extracted using TRIzol Reagent (Invitrogen) and treated with TURBO DNA‐free Kit (Invitrogen). RNA‐Seq libraries were made from 1 µg total RNA per tissue sample using TruSeq stranded mRNA Library Prep Kit (Illumina, kit cat. no. 20020597) according to the manufacturer's instructions. The libraries were size‐selected using Agencourt Ampure XP beads (Beckman Coulter) and quality‐checked by Bioanalyzer (Agilent). The strand‐specific RNA‐Seq paired‐end reads sequence data (PE50: 2 × 50 bp) were obtained on a HiSeq4000. RNA‐Seq reads were counted using HOMER software considering only exonic regions for RefSeq genes.

## 3 RESULTS

Intraocular pressure was increased in one eye of transgenic mice bearing the p16‐3MR construct (Figure 1a). After IOP elevation, mice were intraperitoneally injected with GCV for five consecutive days (Figure 1b) to specifically deplete p16Ink4a‐positive (p16^+^) cells. In parallel, wild‐type animals were subjected to the same protocol, that is, underwent five daily GCV injections after unilateral IOP elevation. Retina flat‐mount immunohistochemistry and RGC quantification were used to assess potential impact of drug treatment. We observed that five‐day administration of GCV after IOP elevation had a significant protective effect on Brn3a^+^ RGC number in p16‐3MR mice when compared to untreated eye (Figure 1c,1). This protection was not observed in WT animals (Figure 1e) confirming that the effect of the GCV injection is specific to the mice harboring the GCV‐sensitive transgene.

Next, to test whether the protection of RGC numbers in GCV‐treated retinas was accompanied by the protection of the visual circuit integrity on day five, the in vivo signal transmission from the retina to the primary visual cortex was assessed by measuring visual evoked potentials (VEP) (Figure 2a)(Bui & Fortune, 2004; Porciatti, 2015). In brief, the reading electrode was placed in the striate visual cortex, with the reference electrode in the animal's mouth and ground electrode in the tail. Flash stimuli were presented in a Ganzfeld bowl. Response amplitudes were quantified from the peak‐to‐peak analysis of the first negative component N1. Using this approach, we have found that eyes subjected to IOP elevation showed decreased VEP P1‐N1 amplitude (Figure 2b), compared to contralateral non‐IOP control eyes. However, there was a marked rescue of VEP signals in transgenic animals treated with GCV (Figure 2b). Further quantification showed significant vision rescue upon GCV treatment only in p16‐3MR and not WT animals (Figure 2c,2), confirming the specificity of GCV treatment.

**Figure 2:**
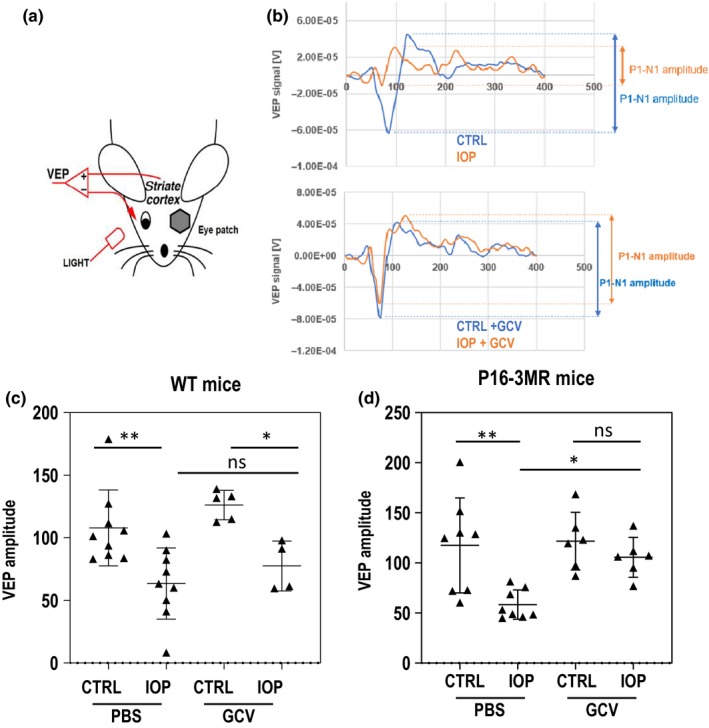
Visual functions are preserved in animals when senescent cells were removed. (a) Schematic representation of the placement of electrodes for VEP measurements. (b) Example results of VEP experiments. Top: results of the VEP response of healthy and IOP‐treated eyes. Bottom: After GCV injections, the VEP response is protected. (c) Quantification of VEP responses at day five after the treatment of WT animals. *N *≥ 4, (d) Quantification of VEP responses at day 5 after the treatment of the p16‐3MR animals. *N *≥ 6. In c and d, statistical tests were performed using ANOVA with post hoc Tukey correction for multiple testing. *p < .05, **p < .01, ***p < .001, n.s., not significant

Our previous studies indicated that the increase in *p16INK4a* expression could be first observed as early as day three post‐IOP elevation (Skowronska‐Krawczyk et al., 2015). Therefore, we chose this time‐point to analyze the effectiveness of GCV treatment on senescent cells in treated and control retinas of p16‐3MR animals. RGC quantification showed that in animals not injected with GCV only ~15%–20% of cells disappeared at day 3 (compared to ~45%–50% on day 5).

To test whether GCV treatment indeed removed senescent cells in the retina, we used two approaches. First, we quantified the *p16Ink4a* expression at day three post IOP treatment in GCV‐treated and control retinas. Expectedly, GCV treatment prevented IOP‐induced increase in *p16Ink4a* expression observed in non treated eyes (Figure 3b). Importantly, this was accompanied by significant decrease in numbers of IOP‐induced β‐galactosidase‐positive senescent cells in 3‐day GCV treated retinas as compared to nontreated cells (Figure 3c,3). This indicates that IOP‐induced early senescent cells are efficiently removed by GCV treatment by day 3, what precedes the RGC loss observed in non‐treated eyes between day 3 and day 5.

**Figure 3:**
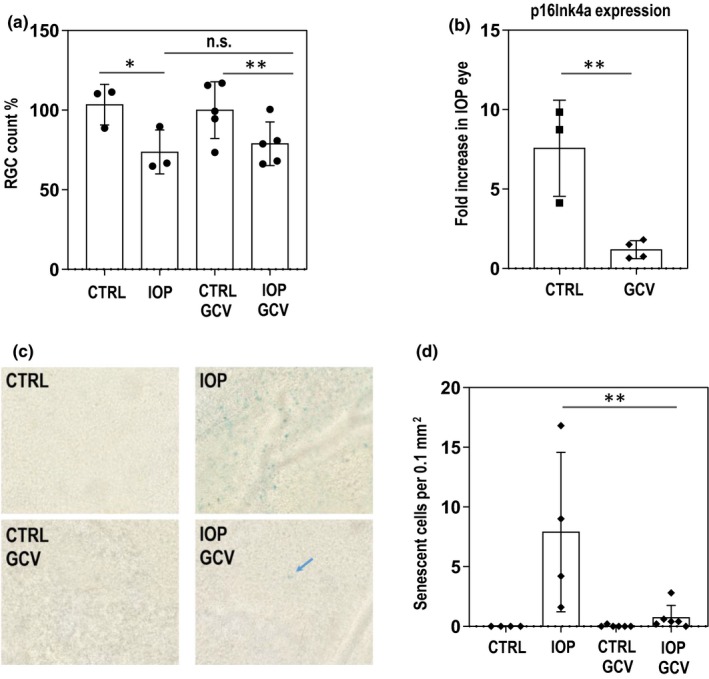
Senescence is lowered upon GCV treatment ~2 days before the effects on RGC numbers are observed. (a) At day 3 after IOP, only 20% of RGCs are lost compared to the non‐treated eye. Similar numbers of cells are lost in GCV‐treated eyes at this stage. *N* = 3 (non‐GCV) and *N* = 5 (GCV), ANOVA, *p < .05, **p < .01, n.s. – not significant (b) p16Ink4a expression is significantly lower in affected retinas isolated from GCV‐treated p16‐3MR animals at day 3 after IOP elevation. t‐test, **p < .01 (c) Number of SA‐b‐gal positive cells is lowered upon GCV treatment. Blue arrow – remaining senescent cell (d). Quantification of number of senescent cells upon IOP elevation in retinas isolated from mouse treated and non‐treated with GCV. *N* = 4 (non‐GCV), *N* = 6 (GCV); ANOVA, **p < .01

We next set forward on trying to understand molecular changes underlying the apparent protective effect of the removal of senescent cells by GCV treatment in p16‐3MR animals.

First, we performed time‐course experiment in wild‐type mice to follow the activation of caspase expression as a marker of endogenous stress in the cell (Figure 4a). We quantified both total number of RGC (by nuclear staining for RGC specific transcription factor Brn3a) and activated caspase‐positive cells (by phospho‐caspase 3 staining). The highest number of RGCs with concomitant staining of activated caspase was observed at day 3 after IOP elevation (Figure 4a *right*). As shown above, at day 3 most of the RGCs are still present (Figure 3a). Day 3 also corresponds to the highest expression levels of senescence‐associated factors, as previously observed (Skowronska‐Krawczyk et al., 2015). We thus reasoned that relevant effects of GCV treatment should be easy to observe at around this stage. To identify potential differences in an unbiased way, we performed RNA‐seq analysis in IOP and non‐IOP retinas with or without GCV treatment. Total RNA isolated from 3 retinas in each experimental group was converted to cDNA libraries and sequenced. 

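RNA was sequenced from both retinas of 6 p16‐3MR mice, which gave 12 libraries in 4 groups of 3 retinas each. In each mouse one eye had been held at an IOP of 85 to 90 mm Hg for 60 min, and the other eye served as the control. Mice 1, 2 and 5 received GCV at 25 mg/kg, which the viral thymidine kinase of the transgene turns toxic in cells that express p16Ink4a, and mice 3, 4 and 6 received none. The retinas were collected on day 3. The authors counted read pairs on the exons of RefSeq genes with HOMER and deposited FPKM values (fragments per kilobase of exon, relative to the size of the library) (the unit is not stated and was inferred from the values) for 24340 rows named by gene symbol, of which 18509 were above 0 in at least 1 library and 13841 in every library. In 27 rows the symbol had been turned into a date, and these rows were kept under that name. The table gives no read counts. The number of fragments behind each library was estimated from the smallest values of 2243 genes with a single transcript, taking the values as not scaled further, a method chosen after the values had been seen. It came to 7790000 to 9130000 fragments in control retinas (median 8740000), 4010000 to 8770000 in IOP‐treated retinas (median 7950000), 6880000 to 7710000 in control retinas with GCV (median 7550000) and 6900000 to 8790000 in IOP‐treated retinas with GCV (median 8170000). The lowest estimate belonged to the IOP‐treated retina of mouse 6, which had 14844 genes above 0 against 16044 to 16593 in the other 11 libraries. Values were compared as log2(FPKM + 1) with limma, with 1 mean per group, a variance trend over expression and Benjamini-Hochberg adjustment over the 18509 genes, and a gene was called at an adjusted p under 0.05. The text does not name the test or the threshold behind the counts of deregulated genes. Among the 12910 genes with a mean FPKM of at least 1, the median SD of the log2 values was 0.12 in control retinas, 0.34 in IOP‐treated retinas, 0.14 in control retinas with GCV and 0.20 in IOP‐treated retinas with GCV (n = 3 each).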

Of the total 21,351 detected gene loci, 1601 were significantly de‐regulated by the IOP treatment; 999 detected gene loci were up regulated; and 602 down‐regulated (Figure 4b, *top*). 

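In mice without GCV, 306 genes were called between IOP‐treated and control retinas, 263 higher and 43 lower after IOP elevation. Of these, 249 of the higher and 34 of the lower genes moved the same way in each of the 3 mice. The largest rises that held in every mouse were those of Lyz2, Apoc2, Cd68, Bcl3 and Spp1. Lyz2 rose from 19.2 ± 18.3 FPKM to 503 ± 196 FPKM (SD, n = 3), a log2 fold change of 4.93 (standard error 0.93, adjusted p = 0.0315). Bcl3 rose from 0.661 ± 0.318 FPKM to 34.4 ± 23.0 FPKM (SD, n = 3), a log2 fold change of 4.22 (standard error 0.51, adjusted p = 0.006), and was called in each of the 6 fits that left out 1 library of the comparison. Lyz2 was called in 2 of those 6 fits, Spp1 in 4, and Apoc2 and Cd68 in 1 each. The largest falls were those of E130310I04Rik, 1700119H24Rik, Hist1h1c, Ppap2c and Gm2011. Hist1h1c fell from 41.3 ± 10.4 FPKM to 9.62 ± 3.90 FPKM (SD, n = 3), a log2 fold change of -2.04 (standard error 0.29, adjusted p = 0.0122). In the fits that left out 1 library, Hist1h1c was called in 4 of 6, Ppap2c and Gm2011 in 3, 1700119H24Rik in 2 and E130310I04Rik in 1. The smallest adjusted p was 0.00216, for Ube2l6. Apart from leaving out a library, the alternative that moved the count most was an unadjusted p under 0.05, which 3501 genes passed where chance gives 925. With the 2 eyes of each mouse treated as a pair, 75 genes were called, and Apoc2, E130310I04Rik and 1700119H24Rik were not among them. Single libraries moved the count as well, to 23 without the control retina of mouse 3 and to 2490 without the IOP‐treated retina of mouse 4.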

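Among the GCV‐treated mice, the same test called 334 genes between IOP‐treated and control retinas, 305 higher and 29 lower after IOP elevation, and 310 of them moved the same way in all 3 mice. The largest rises that held in every mouse were those of Saa3, Lyz2, Cd74, Apoc2 and H2-Aa. Saa3 rose from 1.69 ± 2.00 FPKM to 1474 ± 2339 FPKM (SD, n = 3), a log2 fold change of 7.00 (standard error 1.42, adjusted p = 0.0378), and was called in 2 of the 6 fits that left out 1 library. H2-Aa rose from 2.26 ± 0.57 FPKM to 81.5 ± 38.2 FPKM (SD, n = 3), a log2 fold change of 4.54 (standard error 0.51, adjusted p = 0.00377), and was called in all 6. Among the genes with the largest falls were Spc25, Insig1, Pla2g4b, Slco1c1 and Trpc2. Spc25 fell from 76.2 ± 7.3 FPKM to 17.1 ± 9.4 FPKM (SD, n = 3), a log2 fold change of -2.27 (standard error 0.39, adjusted p = 0.0177), and was called in 3 of those fits, Insig1 in 2, and Pla2g4b, Slco1c1 and Trpc2 in 1 each. Trpc2 was low throughout, at 1.21, 1.41 and 1.64 FPKM in control retinas with GCV and at most 0.890 FPKM in those without. Xntrpc changed the opposite way with GCV, by 1.295 on the log2 scale against -1.269 for Trpc2. Whether reads were divided between these 2 rows was not tested, so the fall of Trpc2 is uncertain. Cebpd had the smallest adjusted p, 0.00256. At an unadjusted p under 0.05, 3547 genes passed. Pairing the eyes of each mouse left 144 genes called, without Apoc2, Spc25 and Pla2g4b. The count was 77 without the control retina of mouse 2 and 716 without the IOP‐treated retina of mouse 2.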

When the IOP treatment was performed in mice treated with GCV, the total numbers of IOP‐affected genes changed modestly to 1707, with 848 up regulated and 859 down‐regulated (Figure 4b, *bottom*).

**Figure 4:**
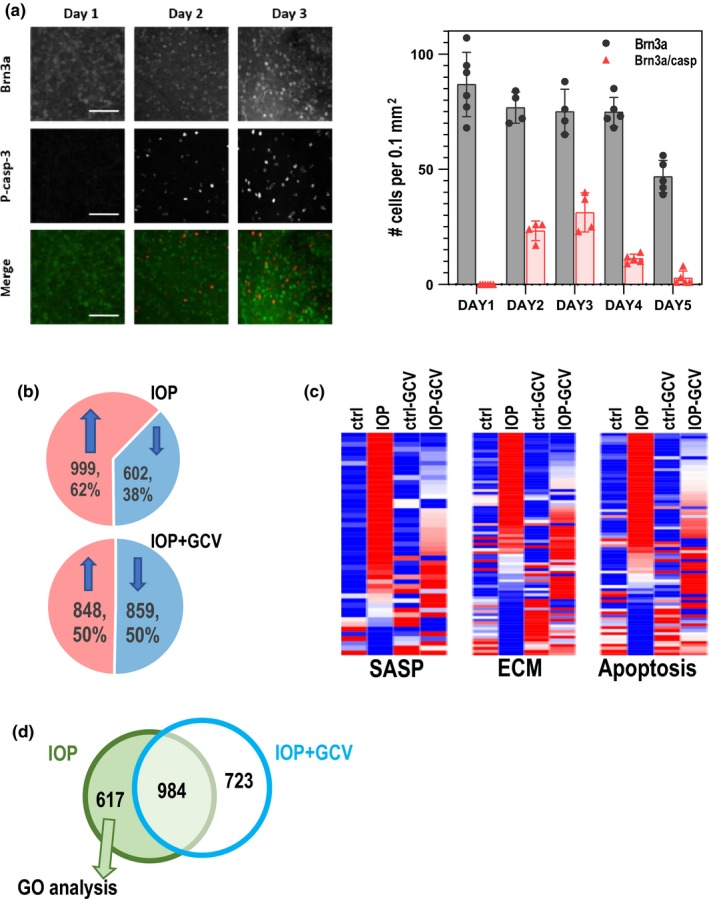
Analysis of pathways affected in IOP‐treated retinas. (a) Immunohistochemistry of Brn3a and activated caspase show increase of apoptosis at days1, 2 and 3 after IOP treatment. left: quantification of the time‐course experiments followed by immunochemistry with Brn3a and activated caspase 3; (b) RNA‐seq analysis of response to IOP and GCV. Eyes subjected to IOP elevation show significant change in gene expression with more genes upregulated than downregulated. Similar analysis in GCV‐treated animals shows close to equal distribution of upregulated and downregulated genes c. Heatmap analysis of genes involved in senescence, active oxidative species (ROS), apoptosis, extracellular matrix homeostasis (ECM), and inflammation. (d) Venn diagram showing overlap between genes dysregulated upon IOP in GCV‐treated and GCV‐untreated retinas. A total of 617 genes specifically dysregulated in IOP only retinas were used for GO analysis

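Of the genes called without GCV, 85.9% were higher in IOP‐treated retinas and 14.1% lower. The share depended on the threshold. At an unadjusted p under 0.05 it was 50.2%, with 1757 genes higher and 1744 lower. At an adjusted p under 0.1 it was 77.4%, and with the eyes of each mouse paired it was 96%. Without the IOP‐treated retina of mouse 4, 969 of the called genes were higher and 1521 lower.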

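Of the genes called in GCV‐treated mice, 91.3% were higher in IOP‐treated retinas. An unadjusted p under 0.05 gave 1854 higher and 1693 lower genes, a share of 52.3% higher. The share was 81.3% at an adjusted p under 0.1 and 96.5% with the eyes of each mouse paired. In the fits that left out 1 library, between 74 and 680 genes were called higher and between 1 and 36 lower. Whether the shares differ between mice with and without GCV was not tested.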

To inquire in an unbiased way about the differences in signaling pathways and cellular processes affected by IOP, GO analysis using PANTHER was performed (Mi, Muruganujan, Ebert, Huang, & Thomas, 2019). This approach revealed that processes of the immune system response, inflammation, and extracellular matrix composition and cell–matrix interaction were significantly changed in IOP samples (Table 1). 

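The GO analysis could not be repeated without its gene sets, so lists of genes for the processes in Table 1, written before the data were examined, were tested as sets with camera at a preset correlation of 0.01. The adjustment covered 105 tests of 21 lists in 5 contrasts. Table 1 came from these same libraries, so a list that passes is not independent evidence for it. By the legend of Figure 4d, the GO analysis used genes deregulated only without GCV, a specificity these set tests do not address. The interferon list passed with GCV as well (adjusted p = 2.83e-36), and its difference with GCV had an adjusted p of 0.269. The values below are for mice without GCV. Interferon response genes had the smallest adjusted p of these sets. All 38 were higher in IOP‐treated retinas, 25 were called and 38 passed when adjusted over the list alone, the median log2 fold change was 1.85, and the adjusted p of the set was 5.83e-35. Oasl2 rose from 5.47 ± 0.49 FPKM to 40.7 ± 9.8 FPKM (SD, n = 3), a log2 fold change of 2.66 (standard error 0.27, adjusted p = 0.0046). B2m, the most abundant gene of the list, rose from 109.5 ± 48.1 FPKM to 1243 ± 1045 FPKM (SD, n = 3), a log2 fold change of 3.26 (standard error 0.55, adjusted p = 0.0224). Of 18 ADP-ribosylation genes 12 were higher and 2 were called, Parp3 and Parp12 (not called with the eyes paired, adjusted p = 0.0777 and 0.0969), and the set had an adjusted p of 0.0269. Infiltrating leukocyte markers had a median log2 fold change of 1.37, with 5 of 15 called and an adjusted p of 2.97e-08 for the set. These lists also passed 0.05 with fry, at adjusted p of 0.00221, 0.025 and 0.00815, but not with a correlation estimated from the data, at 0.228, 0.484 and 0.231. Table 1 names lens development as well. Lens markers were higher in IOP‐treated retinas with a median log2 fold change of 3.29 and an adjusted p of 1.76e-08 for the set, but none of the 25 was called, 17 passed when adjusted over the list alone, fry gave an adjusted p of 0.172, and the crystallin Cryaa reached its highest value, 3850 FPKM, in the control retina of mouse 1.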

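Genes for apoptosis after p53 activation or DNA damage, for microglial activation with synapse pruning, and for interleukin-6 and interleukin-1 signaling were tested as sets in the same way. Of 27 genes of the p53 and DNA damage list, 23 were higher in IOP‐treated retinas, 3 were called and 8 passed when adjusted over the list alone (set test adjusted p = 6.15e-06). Gadd45b rose from 4.28 ± 1.01 FPKM to 37.7 ± 5.7 FPKM (SD, n = 3), a log2 fold change of 2.88 (standard error 0.29, adjusted p = 0.0046), and Ecel1 and Atf3 were the other called genes, Atf3 not with the eyes paired (adjusted p = 0.0971). Of 18 genes for microglial activation and synapse pruning, 17 were higher and 7 called, with a median log2 fold change of 2.20 (set test adjusted p = 3.17e-13). Among the most abundant of them, C1qb rose from 21.5 ± 7.4 FPKM to 158 ± 74 FPKM (SD, n = 3), a log2 fold change of 2.77 (standard error 0.38, adjusted p = 0.0113). Of 30 interleukin-6 and interleukin-1 signaling genes, 29 were higher and 6 called, with a median log2 fold change of 0.76 (set test adjusted p = 1.2e-09). Stat3 rose from 12.6 ± 1.9 FPKM to 44.4 ± 0.8 FPKM (SD, n = 3), a log2 fold change of 1.75 (standard error 0.16, adjusted p = 0.00343). Il6 itself was listed at 0 in the 3 control retinas and at 0.0868 ± 0.0754 FPKM in IOP‐treated retinas (SD, n = 3), which is at most 2.4 estimated fragments per library, so a difference was not detectable at this depth. Il8 has no row in the table. With fry the adjusted p of the sets were 0.0217, 0.00567 and 0.0483, and with an estimated correlation they were 0.359, 0.231 and 0.496.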

We have also detected the significantly deregulated genes involved in apoptosis, microglial activation and interlukin‐6 and interlukin‐8 production and secretion. This analysis shows that many mechanisms are induced upon an acute IOP elevation, most probably causing additional transcriptional stress to cell.

**Table 1:** List of pathways specifically deregulated in retinas upon IOP treatment

Analysis type: Annotation version and release date: Analyzed list: Reference list: Test type: Correction:	PANTHER Overrepresentation Test (Released 20190517) GO Ontology database Released 2019‐02‐02 upload_1 (Mus musculus) Mus musculus (all genes in database) FISHER FDR						
GO biological process complete	Mus musculus – REFLIST (22296)	Upload_1 (553)	Upload_1 (expected)	Upload_1 (over/under)	Upload_1 (fold Enrichment)	Upload_1 (raw P‐value)	Upload_1 (FDR)
Cellular response to interferon‐gamma (GO:0071346)	100	17	2.48	+	6.85	3.36E−09	2.94E−07
Positive regulation of interleukin−6 production (GO:0032755)	95	14	2.36	+	5.94	3.91E−07	2.40E−05
Protein ADP‐ribosylation (GO:0006471)	27	8	0.67	+	11.95	1.48E−06	7.66E−05
Positive regulation of gliogenesis (GO:0014015)	84	11	2.08	+	5.28	1.88E−05	7.29E−04
Lens development in camera‐type eye (GO:0002088)	69	10	1.71	+	5.84	2.05E−05	7.83E−04
Positive regulation of wound healing (GO:0090303)	55	9	1.36	+	6.6	2.25E−05	8.56E−04
Regulation of tyrosine phosphorylation of STAT protein (GO:0042509)	70	10	1.74	+	5.76	2.29E−05	8.70E−04
Response to interleukin−1 (GO:0070555)	87	11	2.16	+	5.1	2.53E−05	9.54E−04
Cellular response to interleukin‐1 (GO:0071347)	72	10	1.79	+	5.6	2.85E−05	1.06E−03
Positive regulation of superoxide anion generation (GO:0032930)	20	6	0.5	+	12.1	2.98E−05	1.10E−03
Integrin‐mediated signaling pathway (GO:0007229)	73	10	1.81	+	5.52	3.17E−05	1.16E−03
Respiratory burst (GO:0045730)	13	5	0.32	+	15.51	5.38E−05	1.90E−03
Negative regulation of cytokine‐mediated signaling pathway (GO:0001960)	48	8	1.19	+	6.72	5.72E−05	2.00E−03
Cellular response to cadmium ion (GO:0071276)	23	6	0.57	+	10.52	5.78E−05	2.01E−03
Negative regulation of interleukin‐6 production (GO:0032715)	49	8	1.22	+	6.58	6.52E−05	2.23E−03
Intrinsic apoptotic signaling pathway in response to DNA damage (GO:0008630)	81	10	2.01	+	4.98	7.05E−05	2.40E−03
Negative regulation of intracellular transport (GO:0032387)	66	9	1.64	+	5.5	8.11E−05	2.71E−03
Negative regulation of response to wounding (GO:1903035)	84	10	2.08	+	4.8	9.30E−05	3.05E−03
Lens fiber cell development (GO:0070307)	15	5	0.37	+	13.44	9.35E−05	3.06E−03
negative regulation of response to cytokine stimulus (GO:0060761)	52	8	1.29	+	6.2	9.47E−05	3.09E−03
Negative regulation of cell‐matrix adhesion (GO:0001953)	38	7	0.94	+	7.43	9.57E−05	3.11E−03
Synapse pruning (GO:0098883)	7	4	0.17	+	23.04	9.78E−05	3.16E−03
Protein poly‐ADP‐ribosylation (GO:0070212)	7	4	0.17	+	23.04	9.78E−05	3.16E−03
Lens fiber cell differentiation (GO:0070306)	26	6	0.64	+	9.3	1.04E−04	3.33E−03
Regulation of macrophage activation (GO:0043030)	53	8	1.31	+	6.09	1.07E−04	3.40E−03
Mononuclear cell migration (GO:0071674)	39	7	0.97	+	7.24	1.11E−04	3.51E−03
Regulation of homotypic cell–cell adhesion (GO:0034110)	29	6	0.72	+	8.34	1.75E−04	5.14E−03
Negative regulation of ERK1 and ERK2 cascade (GO:0070373)	75	9	1.86	+	4.84	1.96E−04	5.72E−03
Negative regulation of myeloid leukocyte mediated immunity (GO:0002887)	9	4	0.22	+	17.92	2.04E−04	5.89E−03
I‐kappaB kinase/NF‐kappaB signaling (GO:0007249)	45	7	1.12	+	6.27	2.44E−04	6.80E−03
Iron ion transport (GO:0006826)	45	7	1.12	+	6.27	2.44E−04	6.82E−03
Regulation of interleukin−8 production (GO:0032677)	61	8	1.51	+	5.29	2.56E−04	7.04E−03
Positive regulation of endothelial cell migration (GO:0010595)	97	10	2.41	+	4.16	2.73E−04	7.38E−03
Regulation of calcium‐mediated signaling (GO:0050848)	97	10	2.41	+	4.16	2.73E−04	7.39E−03
Protein mono‐ADP‐ribosylation (GO:0140289)	10	4	0.25	+	16.13	2.80E−04	7.52E−03
Positive regulation of neuron apoptotic process (GO:0043525)	79	9	1.96	+	4.59	2.79E−04	7.52E−03
Protein auto‐ADP‐ribosylation (GO:0070213)	11	4	0.27	+	14.66	3.75E−04	9.63E−03
Regulation of extrinsic apoptotic signaling pathway via death domain receptors (GO:1902041)	49	7	1.22	+	5.76	3.89E−04	9.93E−03
Protein transport within lipid bilayer (GO:0032594)	49	7	1.22	+	5.76	3.89E−04	9.95E−03
Acute inflammatory response (GO:0002526)	66	8	1.64	+	4.89	4.15E−04	1.06E−02
Positive regulation of hypersensitivity (GO:0002885)	12	4	0.3	+	13.44	4.90E−04	1.21E−02
Interleukin−6‐mediated signaling pathway (GO:0070102)	12	4	0.3	+	13.44	4.90E−04	1.22E−02
Negative regulation of wound healing (GO:0061045)	68	8	1.69	+	4.74	4.98E−04	1.23E−02
Regulation of interleukin−10 production (GO:0032653)	52	7	1.29	+	5.43	5.38E−04	1.31E−02
Negative regulation of receptor signaling pathway via JAK‐STAT (GO:0046426)	24	5	0.6	+	8.4	5.99E−04	1.42E−02
Microglial cell activation (GO:0001774)	24	5	0.6	+	8.4	5.99E−04	1.43E−02
Response to lipoprotein particle (GO:0055094)	24	5	0.6	+	8.4	5.99E−04	1.43E−02
Regulation of interleukin−12 production (GO:0032655)	53	7	1.31	+	5.33	5.96E−04	1.43E−02
Tolerance induction (GO:0002507)	13	4	0.32	+	12.41	6.29E−04	1.49E−02
Positive regulation of tyrosine phosphorylation of STAT protein (GO:0042531)	55	7	1.36	+	5.13	7.28E−04	1.69E−02
Cellular defense response (GO:0006968)	14	4	0.35	+	11.52	7.93E−04	1.82E−02
Cellular extravasation (GO:0045123)	40	6	0.99	+	6.05	8.05E−04	1.83E−02
Regulation of cell adhesion mediated by integrin (GO:0033628)	40	6	0.99	+	6.05	8.05E−04	1.84E−02
Cellular response to lipoprotein particle stimulus (GO:0071402)	26	5	0.64	+	7.75	8.23E−04	1.87E−02
Monoamine transport (GO:0015844)	26	5	0.64	+	7.75	8.23E−04	1.87E−02
Response to hydrogen peroxide (GO:0042542)	94	9	2.33	+	3.86	8.93E−04	1.99E−02
Positive regulation of membrane invagination (GO:1905155)	15	4	0.37	+	10.75	9.85E−04	2.16E−02
Regulation of hypersensitivity (GO:0002883)	15	4	0.37	+	10.75	9.85E−04	2.16E−02
Cellular response to low‐density lipoprotein particle stimulus (GO:0071404)	15	4	0.37	+	10.75	9.85E−04	2.17E−02
Positive regulation of vascular endothelial cell proliferation (GO:1905564)	15	4	0.37	+	10.75	9.85E−04	2.17E−02
Regulation of release of sequestered calcium ion into cytosol (GO:0051279)	79	8	1.96	+	4.08	1.22E−03	2.58E−02
Positive regulation of interleukin−6 secretion (GO:2000778)	29	5	0.72	+	6.95	1.27E−03	2.66E−02
Positive regulation of phosphatidylinositol 3‐kinase activity (GO:0043552)	29	5	0.72	+	6.95	1.27E−03	2.66E−02
Regulation of type I interferon production (GO:0032479)	80	8	1.98	+	4.03	1.32E−03	2.74E−02
Intrinsic apoptotic signaling pathway in response to DNA damage by p53 class mediator (GO:0042771)	31	5	0.77	+	6.5	1.65E−03	3.33E−02
Cellular response to amyloid‐beta (GO:1904646)	31	5	0.77	+	6.5	1.65E−03	3.33E−02
Toll‐like receptor signaling pathway (GO:0002224)	47	6	1.17	+	5.15	1.71E−03	3.42E−02
Inflammatory response to wounding (GO:0090594)	8	3	0.2	+	15.12	2.01E−03	3.89E−02
Positive regulation of cell adhesion mediated by integrin (GO:0033630)	19	4	0.47	+	8.49	2.08E−03	3.98E−02
Positive regulation of glial cell differentiation (GO:0045687)	49	6	1.22	+	4.94	2.08E−03	3.98E−02
Glial cell activation (GO:0061900)	33	5	0.82	+	6.11	2.12E−03	3.99E−02
Positive regulation of lipid kinase activity (GO:0090218)	33	5	0.82	+	6.11	2.12E−03	4.00E−02
Regulation of epithelial cell apoptotic process (GO:1904035)	87	8	2.16	+	3.71	2.15E−03	4.06E−02
Actin cytoskeleton reorganization (GO:0031532)	68	7	1.69	+	4.15	2.25E−03	4.21E−02
Response to axon injury (GO:0048678)	34	5	0.84	+	5.93	2.38E−03	4.41E−02
Regulation of oxidative stress‐induced neuron intrinsic apoptotic signaling pathway (GO:1903376)	9	3	0.22	+	13.44	2.64E−03	4.73E−02
Amyloid fibril formation (GO:1990000)	9	3	0.22	+	13.44	2.64E−03	4.76E−02
Hydrogen peroxide biosynthetic process (GO:0050665)	9	3	0.22	+	13.44	2.64E−03	4.76E−02
Response to amyloid‐beta (GO:1904645)	35	5	0.87	+	5.76	2.67E−03	4.76E−02
Neuroinflammatory response (GO:0150076)	35	5	0.87	+	5.76	2.67E−03	4.76E−02
Toll‐like receptor 3 signaling pathway (GO:0034138)	9	3	0.22	+	13.44	2.64E−03	4.77E−02
Actin‐myosin filament sliding (GO:0033275)	9	3	0.22	+	13.44	2.64E−03	4.77E−02
Positive regulation of acute inflammatory response (GO:0002675)	35	5	0.87	+	5.76	2.67E−03	4.77E−02

Further analysis revealed that the genes involved in cellular senescence, extracellular matrix molecules and in factors involved in apoptosis (Table 2) (Pawlikowski *et al.*, 2013) were significantly de regulated upon IOP elevation. 

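The SASP, ECM and apoptosis lists of Table 2 had 51, 79 and 76 genes above 0 in at least 1 library. In IOP‐treated retinas of mice without GCV, 43, 53 and 53 of these genes were higher, and the median log2 fold changes were 0.35, 0.13 and 0.15. As sets, all 3 lists were higher by camera, with adjusted p of 1.27e-07 (SASP), 0.00546 (ECM) and 0.00192 (apoptosis) over 12 tests. With fry only the SASP list passed 0.05, at an adjusted p of 0.0333, and with an estimated correlation none did. The ECM value rose to 0.138 without the IOP‐treated retina of mouse 4. Over all genes tested, 7 SASP genes, 5 ECM genes and 1 apoptosis gene were called, and 11, 13 and 5 passed when adjusted over the list alone. With the eyes of each mouse paired, 2, 1 and 0 were called. Without the control retina of mouse 3 the counts were 1, 0 and 0, and without the IOP‐treated retina of mouse 4 they were 12, 21 and 13, with a median log2 fold change of 0.08 for ECM and 0.23 for apoptosis. In the SASP list, Ccl12 rose from 0.338 ± 0.352 FPKM to 10.6 ± 3.4 FPKM (SD, n = 3), a log2 fold change of 3.11 (standard error 0.37, adjusted p = 0.00599), Ccl2 had a log2 fold change of 3.20 (adjusted p = 0.0116) and Fgf2 one of 2.92 (adjusted p = 0.0177). In the ECM list, Spp1 rose from 15.9 ± 3.1 FPKM to 381 ± 270 FPKM (SD, n = 3), a log2 fold change of 4.18 (standard error 0.62, adjusted p = 0.0131), Entpd1 rose by 1.07 on the log2 scale (adjusted p = 0.0315), and Col4a3 fell from 12.9 ± 0.8 FPKM to 6.99 ± 0.55 FPKM (SD, n = 3), a log2 fold change of -0.80 (standard error 0.14, adjusted p = 0.0225). In the apoptosis list, Tnfrsf1a rose from 4.92 ± 1.54 FPKM to 12.7 ± 2.9 FPKM (SD, n = 3), a log2 fold change of 1.22 (standard error 0.23, adjusted p = 0.0325). Paired, Ccl12 (adjusted p = 0.0514), Col4a3 (0.0621), Entpd1 (0.115) and Tnfrsf1a (0.131) were not called.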

Importantly, 3‐day treatment to remove p16 + cells significantly mitigated this response (Figure 4c). These data are in agreement with the loss of the senescence cells upon GCV treatment (Figure 3b3) and lower detrimental impact of senescent cells on surrounding cells.

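In GCV‐treated mice the SASP, ECM and apoptosis lists were also higher in IOP‐treated than in control retinas, with median log2 fold changes of 0.30, 0.19 and 0.18 and set test adjusted p of 4.79e-06, 0.0024 and 0.00192. Without the IOP‐treated retina of mouse 5 the medians of ECM and apoptosis fell to 0.08 and 0.09. The difference between the response to IOP with and without GCV was tested directly as an interaction. No gene of any list, and no gene of all those tested, passed an adjusted p of 0.05. At an unadjusted p under 0.05, 358 genes passed. As sets the lists gave adjusted p of 0.548 (SASP, a smaller response with GCV), 0.879 (ECM, larger) and 0.904 (apoptosis, larger). Averaged over the list, the log2 change between the 2 eyes of a mouse was 0.77 ± 0.18 without and 0.76 ± 0.44 with GCV for SASP, 0.37 ± 0.19 and 0.46 ± 0.37 for ECM, and 0.28 ± 0.04 and 0.30 ± 0.20 for apoptosis (mean ± SD, n = 3 mice each). An exact two-sided permutation test gave p = 1 for each list, where 3 mice against 3 allow no p under 0.1. The response was closer to 0 with GCV for 29 of 51 SASP genes (56.9%), 37 of 79 ECM genes (46.8%) and 39 of 76 apoptosis genes (51.3%), against 52.3% of all genes. Ccl12, the SASP gene with the smallest adjusted p for IOP, had an adjusted p of 0.997 for the interaction, with a log2 fold change of 1.34 in GCV‐treated mice. Single libraries decided the interaction of the sets. Without the IOP‐treated retina of mouse 5 the adjusted p was 0.00106 for SASP, 0.0508 for ECM and 0.0522 for apoptosis, all toward a smaller response with GCV, and without that of mouse 2 it was 0.035 for ECM, toward a larger one. From the heatmap of these lists (Figure 4c), the paper concludes that removing p16+ cells mitigated the response to IOP.

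**Figure D1:**
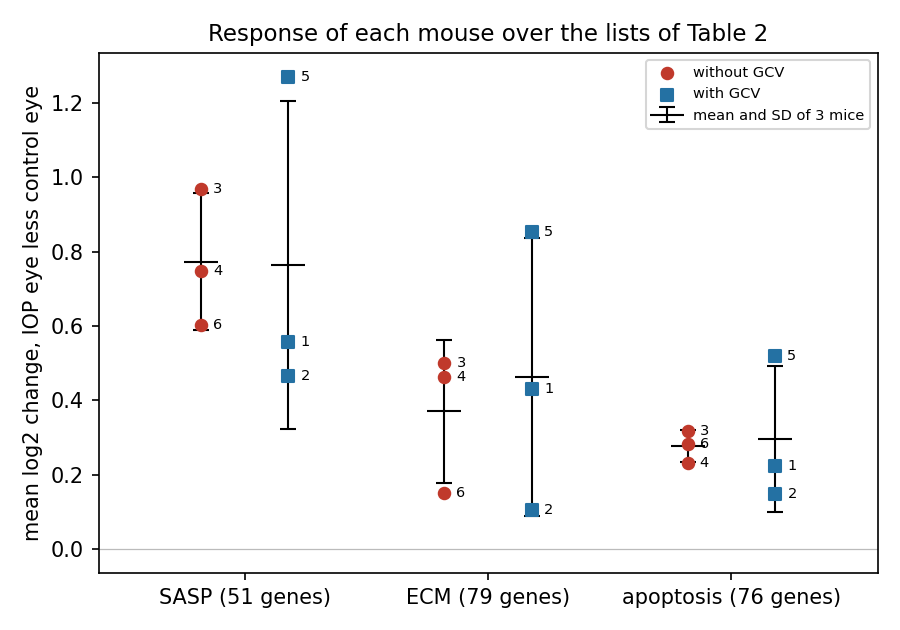
Mean log2 change between the IOP‐treated and the control retina over the genes of the SASP, ECM and apoptosis lists, with 1 point per mouse, by GCV treatment (n = 3 mice each). The IOP‐treated retina was higher in every mouse, and with GCV mouse 5 had the largest change in each list, 1.27 for SASP, and mouse 2 the smallest, 0.47 for SASP.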

**Table 2:** List of genes in pathways represented in Figure 4c

Apoptosis	ECM	SASP
Abl1	Adamts1	Ang5
Actb	Adamts2	Areg
Aifm1	Adamts5	Ccl11
Akt1	Adamts8	Ccl12
Anxa5	Cdh1	Ccl2
Apaf1	Cdh2	Ccl20
Api5	Cdh3	Ccl7
Atf5	Cdh4	Csf2
Bag1	Cntn1	Csf3
Bag3	Col1a1	Ctsb
Bak1	Col2a1	Cxcl11
Bax	Col3a1	Cxcl12
Bcl10	Col4a1	Cxcl13
Bcl2a1a	Col4a2	Egf
Bcl2l10	Col4a3	Egfr
Bcl2l2	Col5a1	Ereg
Bid	Col6a1	Fas
Birc2	Ctgf	Fgf2
Birc3	Ctnna1	Fgf7
Birc5	Ctnna2	Fn1
Bnip2	Ctnnb1	Hgf
Bok	Ecm1	Icam1
Card10	Emilin1	Ifng
Casp1	Entpd1	Igfbp2
Casp12	Fbln1	Igfbp3
Casp14	Fn1	Igfbp4
Casp2	Hapln1	Igfbp5
Casp3	Hc	Igfbp6
Casp4	Icam1	Igfbp7
Casp6	Itga2	Il13
Casp7	Itga3	Il15
Casp8	Itga4	Il1a
Casp9	Itga5	Il1b
Cd40lg	Itgae	Il6
Cd70	Itgal	Il6st
Cflar	Itgam	Il7
Cidea	Itgav	Mip
Cideb	Itgb1	Mmp12
Cradd	Itgb2	Mmp13
Dad1	Itgb3	Mmp14
Dapk1	Itgb4	Mmp1a
Dffa	Lama1	Mmp2
Dffb	Lama2	Mmp3
Diablo	Lama3	Mmp7
Fas	Lamb2	Mmp9
Fasl	Lamb3	Ngf
Gadd45a	Lamc1	Pigf
Gapdh	Mmp10	Plaur
Gusb	Mmp11	Serpinb2
Hsp90ab1	Mmp13	Serpine1
Igf1r	Mmp14	Timp1
Il10	Mmp15	Timp2
Lhx4	Mmp1a	Tnfrsf11b
Ltbr	Mmp2	Tnfrsf1a
Mapk1	Mmp3	Tnfrsf1b
Mcl1	Mmp7	Tnfrsf22
Naip1	Mmp8	
Naip2	Mmp9	
Nfkb1	Ncam1	
Nme5	Ncam2	
Nod1	Pecam1	
Nol3	Postn	
Polb	Sele	
Prdx2	Sell	
Ripk1	Selp	
Tnfrsf10b	Sgce	
Tnfrsf11b	Sparc	
Tnfrsf1a	Spock1	
Tnfsf10	Spp1	
Tnfsf12	Syt1	
Traf1	Tgfbi	
Traf2	Thbs1	
Trp53	Thbs2	
Trp53bp2	Thbs3	
Trp63	Timp1	
Trp73	Timp2	
Xiap	Timp3	
	Tnc	
	Vcam1	
	Vcan	
	Vtn	

Additional GO analysis of the 617 genes which were significantly de regulated upon IOP elevation specifically in non treated retinas (i.e., genes where the effects of IOP were dampened by GCV‐mediated removal of senescent cells) (Figure 4d) identified a specific enrichment of a class of genes belonging to the ABL1 pathway and ABL1 downstream targets (Fig. S1). 

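Of the genes called upon IOP elevation, 195 were called both without and with GCV, 111 only without GCV and 139 only with GCV. Among the 111 genes, 108 moved the same way with GCV, 96 had an unadjusted p under 0.05 there and 45 an adjusted p under 0.1. Their median log2 change in the direction found without GCV was 0.93 without and 0.62 with GCV. The 139 genes called only with GCV mirrored this, with 135 moving the same way and a median of 1.19 with and 0.72 without GCV in the direction found with GCV. In the direct test of the difference, none of the 111 genes passed an adjusted p of 0.05 over all genes, and 19 had an unadjusted p under 0.05. When adjusted over the list alone the smallest value was 0.0118, which is not independent evidence because the genes were chosen by their effects in these retinas. Across the 445 genes called in either comparison, the log2 fold changes without and with GCV had a correlation of 0.93, and over all 18509 genes Pearson's r was 0.83 and Spearman's rho 0.67. Genes are not independent replicates. The number called only without GCV was 1673 at an unadjusted p under 0.05 and 15 with the eyes of each mouse paired, and from 1 to 1725 when single libraries were left out, the latter without the IOP‐treated retina of mouse 4. Abl1 stood at 9.67 ± 0.55 FPKM in control and 7.70 ± 2.17 FPKM in IOP‐treated retinas (SD, n = 3) and was not called (log2 fold change -0.33, standard error 0.17, adjusted p = 0.323). Its log2 fold change was -0.462 without the IOP‐treated retina of mouse 4 and -0.102 without that of mouse 6. With GCV Abl1 changed from 8.56 ± 0.18 FPKM to 8.23 ± 0.61 FPKM (SD, n = 3; adjusted p = 0.933). Of 22 genes for Abl1 and the other kinases that dasatinib inhibits, none was called in either comparison, and as a set they had adjusted p of 0.952 without GCV, 0.209 with GCV and 0.0837 for the difference. At most 5 passed when adjusted over the list alone, all in GCV‐treated mice. The paper's finding is an enrichment of ABL1 pathway genes and downstream targets. The mRNA levels of Abl1 and other kinases do not test that, and say nothing about kinase activity.

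**Figure D2:**
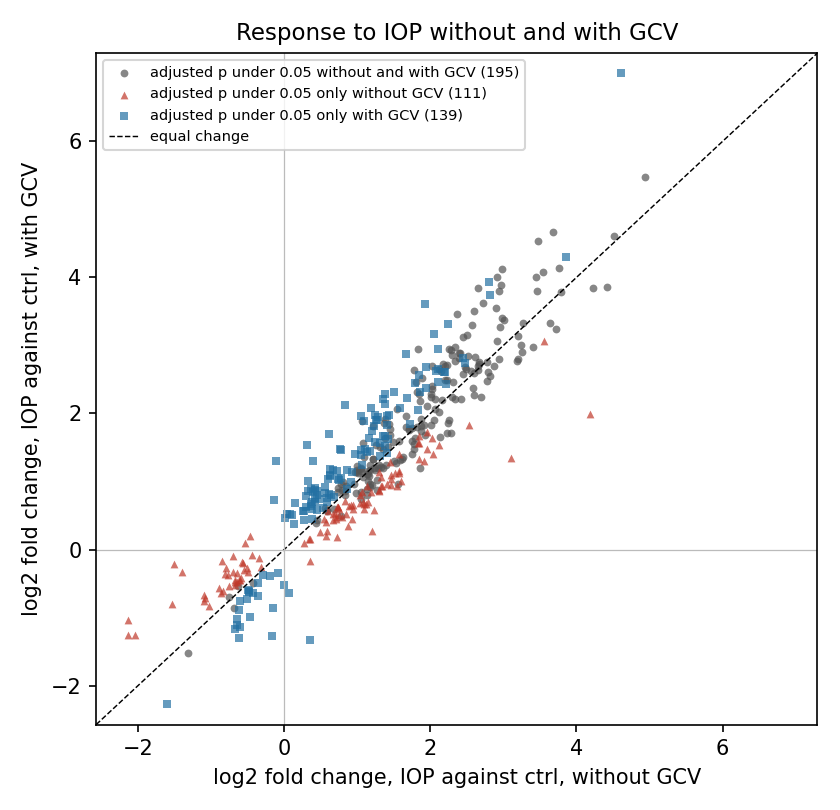
Log2 fold change between IOP‐treated and control retinas without GCV (x axis) and with GCV (y axis) for the 445 genes called in either comparison, colored by whether a gene was called in both (195), only without GCV (111) or only with GCV (139). Most points lie along the diagonal, and Saa3, called only with GCV, lies farthest out at 4.61 without and 7.00 with GCV.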

Prompted by this finding, we explored whether dasatinib, a well‐known senolytic drug and a Bcr‐Abl and Src family threonine kinase inhibitor, could have a beneficial effect similar to GCV in p16‐3MR mice. To this end, p16‐3MR mice were treated with dasatinib (5 mg/kg) or vehicle for 5 days by intraperitoneal injection, similarly to the experimental procedure used for GCV (Figure 1b). Performing this experiment in the transgenic mice allowed direct comparison of the efficiencies of both treatments in the same mouse strain. At day five after IOP elevation, VEP measurement was performed and retinas were immunostained to quantify RGC loss. We observed that dasatinib treatment prevented the loss of RGC (Figure 5c) similar to what was observed in GCV‐treated animals (Figure 1e). Most importantly, VEP analysis revealed that senolytic drug treatment successfully prevented vision loss upon IOP elevation (Figure 5d).

**Figure 5:**
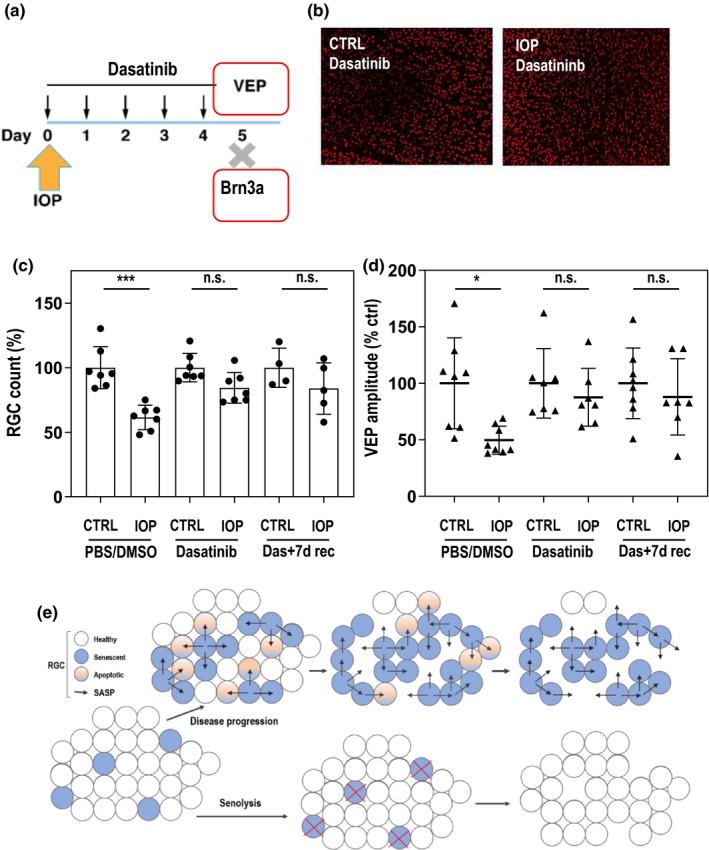
Dasatinib protects retina degeneration. (a) Plan of the experiment. After unilateral IOP elevation, mice are daily injected with dasatinib (5 mg/kg) intraperitoneally. At day 5, VEP is measured and tissue is collected for further experiments. Immunohistochemistry of Brn3a and activated caspase show increase of apoptosis at day 3 after IOP treatment. (b) Retina flat‐mount immunohistochemistry at day 5 with anti‐Brn3a antibody specifically labeling ~80% of RGC cells. (c,d) Quantification of RGC number (c) or VEP responses (d) at day 5 (four conditions) or day 12 (additional 7 days of “recovery,” two conditions) after the 5 days treatment of p16‐3MR animals with dasatinib. *N* > 4 animals in each group. Statistical tests were performed using ANOVA with post hoc Tukey correction for multiple testing. *p < .05, ***p < .001, n.s. – not significant (e). Model. Top: Upon elevated IOP damaged cells become senescent and start to express SASP molecules. While disease progresses, the SASP molecule induces senescence or apoptosis in neighboring cells. Bottom: When senescent cells are removed using senolytic drug the neighboring cells are not exposed to detrimental SASPs and the disease progression is significantly slowed down. Remaining cells are healthy

Finally, we explored whether the protective impact of the drug is caused by the sustained inhibition of the cellular processes and whether it is maintained even after the drug is no longer present. To do that, p16‐3MR mice were treated with dasatinib (5 mg/kg) or vehicle for 5 days by intraperitoneal injection, similarly to the experimental procedure used for GCV (Figure 1b). After that, the mice were no longer treated with drug or PBS and at day twelve after IOP elevation, functional measurement was performed and RGCs were quantified. Also in this treatment regime, dasatinib prevented the loss of RGC (Figure 5c) similar to what was observed in GCV‐treated animals (Figure 1e). Additionally, VEP analysis revealed that senolytic drug treatment with seven days “chase” still successfully prevented vision loss upon IOP elevation (Figure 5d).

## 4 DISCUSSION

The collective findings of the current study strongly support the notion that removal of senescent cells provides beneficial protective effect to retinas damaged by elevated IOP. Here, we show that in transgenic animals expressing viral TK under the control of regulatory regions of p16Ink4a (Demaria et al., 2014), selective removal of early senescent cells in the retina is beneficial for neighboring cells undergoing cellular stress induced by IOP elevation. In this model, the treatment with GCV selectively induces cell death of transgene‐expressing cells. Early application of GCV as soon as day 0 after the IOP elevation and followed for five consecutive days ensures early removal of *p16Ink4a* expressing cells resulting in protection of neighboring RGCs from death. Remaining cells are still able to provide a signal to the visual cortex, as evidenced by VEP measurements, demonstrating that protected cells are functional.

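IOP‐treated retinas with and without GCV come from different mice and were compared directly. None of the 18509 genes passed an adjusted p of 0.05, and 774 passed an unadjusted p under 0.05 where chance gives 925. The smallest adjusted p, 0.647, was that of Pla2g4b, with 3.25 ± 0.73 FPKM without and 0.387 ± 0.479 FPKM with GCV (SD, n = 3). In control retinas likewise no gene passed, with 295 at an unadjusted p under 0.05. Cdkn2a, which encodes p16Ink4a, stood at 0.111 ± 0.193 FPKM in IOP‐treated retinas without GCV and 0.261 ± 0.309 FPKM with GCV (SD, n = 3), at most 3.8 estimated fragments in a library, so a change was not detectable at this depth. In simulated values with a single spread for all libraries, 155 of 200 genes changed between these groups were called, with 16 false calls, and with a separate spread for IOP‐treated retinas 154 were called, with 138 false calls. With the single spread, 111 of the 200 genes changed at least 4-fold, and 102 of these were called. The noise was drawn independently for each gene and library. Variation shared by many genes was not simulated, so these counts may overstate detection in the real retinas. Another division of the 6 IOP‐treated retinas, mice 3, 5 and 6 against mice 1, 2 and 4, called 1278 genes. On the first principal component, the axis of most variance, these retinas stood at 49.4, 70.5 and 58.3 against 15.3, 9.86 and 1.67. That division crosses the GCV groups, so differences between mice other than GCV were large here. The lack of called genes is therefore no evidence that GCV had no effect.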

Three days after GCV injection, there is a significant drop in senescent cell number and an accompanying alteration of the transcriptional programs in remaining cells as compared to retinas from untreated mice. Using an RNA‐seq approach, we noted significant changes in the senescence program as well as in the extracellular matrix (ECM) function. Both pathways are downregulated by GCV treatment. 

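Between IOP‐treated retinas with and without GCV, 26 of the 51 SASP genes and 33 of the 79 ECM genes were lower with GCV. The median log2 differences were -0.00084 for SASP and 0.06 for ECM, and the set tests gave an adjusted p of 0.749 for each list, toward lower for SASP and toward higher for ECM. No gene of either list was called, also when adjusted over the list alone. The values rested on single libraries. Without the IOP‐treated retina of mouse 5 the adjusted p was 0.00132 for SASP and 0.0583 for ECM, both lower with GCV, and without that of mouse 2 it was 0.0111 for ECM, higher with GCV. Of 21 senescence genes, 8 were lower with GCV and the set had an adjusted p of 0.641.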

Finally, we show that dasatinib, a known senolytic drug, can be used to protect RGCs from death, further confirming that early removal of senescent cells induced upon IOP elevation protects retina health. The observation also was confirmed when the RGC count and VEP were assessed seven days after the treatment was stopped; this suggests that the impact of the drug is not reversible during this time. Further studies should investigate different regimes and dosages of the senolytic drugs and their neuroprotective role in particular to investigate the efficiency in the removal of senescent cells from the tissue.

Taken together, the results prompt us to propose a model of how increased IOP leads to the destruction of retinal structures during glaucoma progression (Figure 5e). During early stages, elevated IOP induces cell‐intrinsic changes leading to cellular senescence and production of SASP. As the disease worsens, SASP molecules induce apoptosis and senescence in neighboring cells. Such changes are largely independent of whether the initial insult is still present or has been eliminated with IOP‐lowering treatment. RGC apoptosis inevitably leads to the loss of axons and optic nerve degeneration. Conversely, when senescent cells (induced directly by elevated IOP) are removed using senolytic drugs (Figure 5e, *bottom*), neighboring cells are not exposed to detrimental SASP and remain healthy. We propose that such treatment can lead reduce the rate of glaucoma worsening. Moreover, we speculate that changes in combination with IOP‐lowering treatments may have even better protection than either type of therapy alone.

We and others previously used 90 mm Hg as an extremely acute and reproducible way to induce cell response and RGC death (Skowronska‐Krawczyk et al., 2015). This level of pressure is likely an ischemic insult. The resulting synchronized and quick cell death provide unique qualities that are extremely useful for molecular and biochemical studies; however such an acute and high‐pressure change is not fully representative of POAG, a chronic optic neuropathy. However, this acute insult allows the study of stress response time course and can help unravel important aspects of stepwise response of retinal cells to elevated IOP which is a daunting task to assess in chronic models the disease. Importantly, our previous data showing the presence of senescent cells in human glaucomatous retinas (Skowronska‐Krawczyk et al., 2015) should stimulate the use of senolytic drugs in other animal models of glaucoma.

Dasatinib is a selective tyrosine kinase receptor inhibitor that is commonly used in the therapy of chronic myelogenous leukemia (CML). Other studies have shown that treatment with dasatinib is effective in destroying senescent fat cell precursors (Zhu et al., 2015). Our RNA‐seq data pointed to this senolytic drug as a potential candidate for in vivo treatment of retinal damage induced by IOP elevation. Notably, we found that the level of RGC protection resembles the one obtained with GCV treatment of p16‐3MR transgenic line. Based on these findings, we conclude that dasatinib treatment resulted in RGC protection through removal of senescent cells. It will be of interest to further investigate the possible therapeutic effects of other senolytic drugs in glaucoma and glaucoma models.

The gene encoding *p16INK4a*, *CDKN2A*, lies within the INK4/ARF tumor suppressor locus on human chromosome 9p21; this is the most significant region to be identified as having an association with POAG in different population samples (Ng, Casson, Burdon, & Craig, 2014). Although the molecular mechanism of many of these associations is yet to be described, we have shown that one of them especially highly correlates with the presence of another top risk variant of glaucoma—Six6 rs33912345. Our study further showed that upregulation of homozygous *SIX6* risk alleles (CC) leads to an increase in *p16Inka* expression, with subsequent cellular senescence (Skowronska‐Krawczyk et al., 2015). Interestingly, others have described an alternative mechanism whereby IOP‐induced TBK1 expression caused an increase of *p16Ink4a* expression through the Akt‐ Bmi1 phosphorylation pathway (Li et al., 2017). Given the complexity of the 9p21 locus, we believe that there are more pathways involved in *p16Ink4a* regulation and further work is needed to understand the role of p16Ink4a as a integrator of these signals especially upon IOP elevation.

Several collaborative efforts identified numerous SNPs localized within the 9p21 locus to be highly associated with the risk of open‐angle glaucoma including normal‐tension glaucoma (NTG), a glaucomatous optic neuropathy not associated with elevated IOP (Killer & Pircher, 2018; Wiggs & Pasquale, 2017). Intriguingly, one of the top variants associated with the risk of NTG is located in the gene TBK1, a factor that has been recently shown to be implicated in upregulation of *p16ink4a* gene (Li et al., 2017). Finally, recent studies have also revealed that specific methylation patterns in the 9p21 locus are strongly associated with the risk of NTG glaucoma (Burdon, 2018). It is notable that the positions of most, if not all, of these SNPs and methylation markers overlap with active regulatory regions within the locus identified by ENCODE (Consortium, 2012). Although regulation of the 9p21 locus in the context of many diseases and aging is under extensive investigation, it still remains to be explicitly addressed in relation to glaucoma.

Another major type of glaucomatous optic neuropathy is angle closure glaucoma (ACG), a condition characterized by blockage of the drainage angle of the eye. To date, there is no study reporting genetic variants or methylation markers in the 9p21 locus significantly associated with the risk of ACG despite several studies implicating various molecular mechanisms (Evangelho, Mogilevskaya, Losada‐Barragan, & Vargas‐Sanchez, 2019). Nevertheless, the fact that progressive vision loss is observed in PACG patients, even after lowering the IOP (Brubaker, 1996), raises the question whether an association could be observed between 9p21 markers and the *progression* rather than the *risk* of the disease. Further studies to unravel such associations are necessary.

Markers of cellular senescence such as expression of the *p16Ink4a* and SASP molecules dramatically increase during aging in both humans and mice. Several studies suggest that *p16Ink4a* + cells act to shorten healthy lifespan by promoting age‐dependent changes that functionally impair tissues and organs (Baker et al., 2016; Childs et al., 2016; Jeon et al., 2017; Krishnamurthy et al., 2006). Intriguingly, a recent explosion of studies has shown that removal of senescent cells using senolytic drugs in progeroid (accelerated aging phenotype) and healthy mice induces lifespan extension and improves the health of animals (Baker et al., 2011, 2016; Scudellari, 2017; Xu et al., 2018). Our studies suggest a potential use of such therapy to reduce glaucoma associated blindness, either as a stand‐alone treatment or together with IOP‐lowering therapies.

## CONFLICT OF INTEREST

Nothing to declare.

## Supporting information

 Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in GEO database (GSE141725) and in Dryad at https://doi.org/10.6075/J0707ZTM (Rocha, 2019).

# Supplementary material for: Early removal of senescent cells protects retinal ganglion cells loss in experimental ocular hypertension
**Source:** Aging Cell. 2019 Dec 22;19(2):e13089. doi: 10.1111/acel.13089
**Supplement:** Supplementary file 1

## kinase perturbation through Enrichr

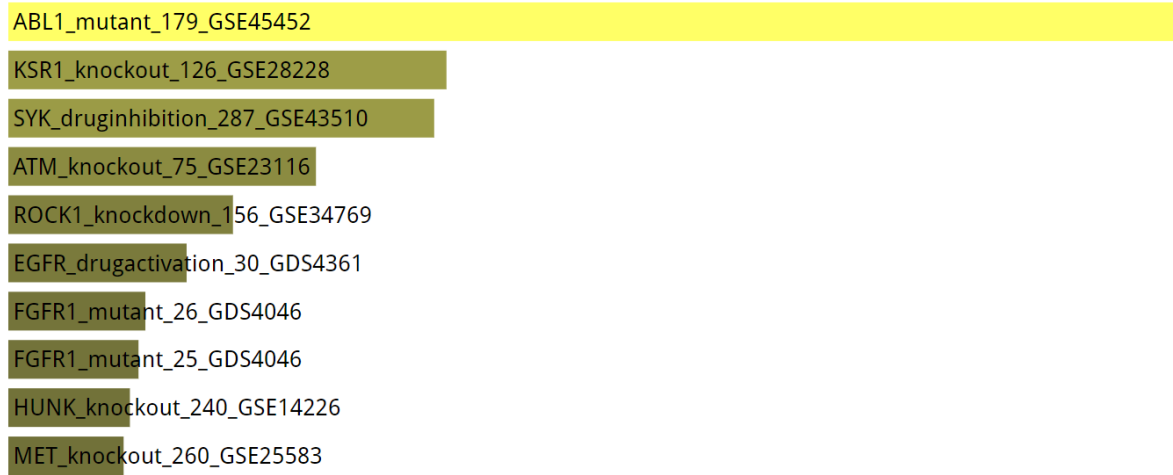

| Index | Name                            | P-value     | Adjusted p-value | Z-score | Combined score |
|-------|---------------------------------|-------------|------------------|---------|----------------|
| 1     | ABL1_mutant_179_GSE45452        | 6.591e-11   | 1.879e-8         | -1.78   | 41.66          |
| 2     | KSR1_knockout_126_GSE28228      | 0.000007324 | 0.0006958        | -1.71   | 20.20          |
| 3     | SYK_druginhibition_287_GSE43510 | 0.000007324 | 0.0006958        | -1.68   | 19.84          |
| 4     | ATM_knockout_75_GSE23116        | 0.00006225  | 0.004435         | -1.69   | 16.35          |
| 5     | ROCK1_knockdown_156_GSE34769    | 0.0001696   | 0.009669         | -1.60   | 13.90          |
| 6     | EGFR_drugactivation_30_GDS4361  | 0.0004411   | 0.02095          | -1.62   | 12.54          |
| 7     | FGFR1_mutant_26_GDS4046         | 0.001093    | 0.02595          | -1.66   | 11.32          |
| 8     | FGFR1_mutant_25_GDS4046         | 0.001093    | 0.02595          | -1.63   | 11.12          |
| 9     | HUNK_knockout_240_GSE14226      | 0.001093    | 0.02595          | -1.59   | 10.86          |
| 10    | MET_knockout_260_GSE25583       | 0.001093    | 0.02595          | -1.57   | 10.68          |

**Supplementary figure 1. Enrichr analysis of genes** 617 genes altered in nGCV conditions by IOP.

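Enrichr compares a list of genes with libraries of gene sets, here genes that rose or fell after kinases were perturbed or after drugs were applied, and the supplement's table gives each set a p-value, a Z-score and a combined score. The list is that of genes deregulated by IOP in retinas without GCV and not in those with GCV, so it depends on which genes pass the threshold in each comparison. The gene sets are not among the deposited data, and the ranking was not repeated.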

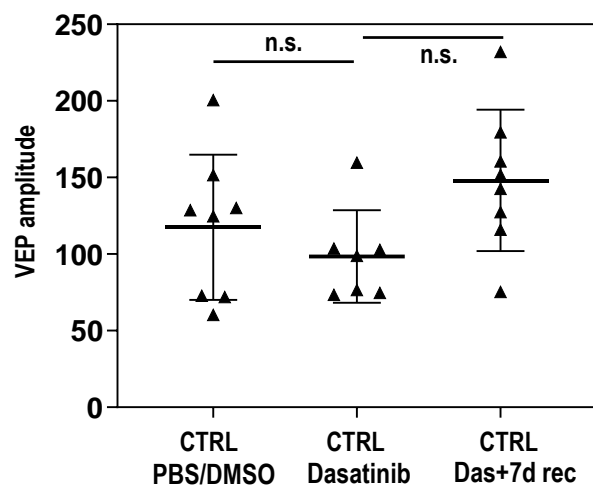

**Supplementary figure 2.** Comparison of the healthy eye VEP amplitude. No significant differences detected.  $N > 4$  animals in each group. Statistical tests were performed using ANOVA with post-hoc Tukey correction for multiple testing. n.s. – not significant

How the deposited data were processed for this re-analysis (not part of the article)

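RNA from both retinas of 6 p16‐3MR mice was sequenced 3 days after unilateral IOP elevation, 3 mice with GCV (25 mg/kg) and 3 without, which gave 4 groups of 3 libraries. The authors counted read pairs on exons of RefSeq genes with HOMER. The table as deposited holds FPKM values. The text does not state whether they were made from these counts, and describes neither that step nor any further scaling. The unit is not stated with the table either and was inferred: the lowest values of a gene times its transcript length were multiples of the same number within a library. Median-ratio factors of the libraries lay between -0.0197 and 0.00192 on the log2 scale. Factors this small would follow from an earlier scaling of that kind, which the table can neither prove nor exclude. If the values had been scaled so, the depth estimates, which take them as not scaled further, would be off by the factors used. The table holds 24340 rows, with 5831 rows at 0 in all 12 libraries. The sums per library were 394758 to 529896 FPKM, no column was left unused and no libraries were identical. Of the row names, 95.1% were symbols of the RefSeq annotation. The text names no genome build, aligner, statistical test or threshold for the RNA‐seq comparison, so no coordinates are given. Depth was estimated from low values of single-transcript genes of at least 1500 bases, with 170 bases subtracted from the transcript length. Between 76.2% and 81.9% of these values fell near whole numbers of fragments. At 4010000 to 9130000 estimated fragments per library, values under about 1 FPKM rest on few fragments, and intervals for single values were not computed because the counts themselves are not in the table.

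Values were analysed as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with 4 group means, the variance trend and Benjamini-Hochberg adjustment at 0.05. The gene and set tests, the lists, the alternatives and the rule for naming genes were set before the data were examined. Choices made later, such as the tests of lens tissue, blood, dilution and mislabelling, are stated as such. The first choice had been a test on counts, with limma on log2 values as the stated choice for normalized values, and the table holds FPKM. The comparisons were IOP‐treated against control retinas without and with GCV, the difference between these effects (interaction), and GCV against no GCV in IOP‐treated and in control retinas. Genes named are those the paper names, the 5 largest rises and 5 largest falls in each IOP comparison among called genes with a mean of at least 1 FPKM in a group compared that moved alike in every mouse, the 3 called genes with the smallest adjusted p of each Table 2 list, and the 3 most abundant and 3 most significant genes of each further list. The minimum of 1 FPKM took the place of a minimum set on counts. Genes with a mean of at least 1 FPKM over the libraries were used for the spread. Sets were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Lists were the SASP, ECM and apoptosis genes of Table 2, and lists for cell types, tissues and processes: retinal ganglion cells, rods, bipolar and amacrine cells, Mueller glia, reactive glia, microglia, infiltrating leukocytes, lens, lens fibre genes other than crystallins, retinal pigment epithelium, ciliary body with iris and cornea, blood, endothelium, interferon response, interleukin-6 and interleukin-1 signaling, ADP-ribosylation, microglial activation, p53 and DNA damage apoptosis, senescence, kinases inhibited by dasatinib, and immediate early genes. Single values compared between mice were tested with exact permutation or sign-flip tests, two-sided. For the additional observations these tests were chosen after the results had been seen.

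Alternatives were a pseudocount of 0.1, a filter of at least 1 FPKM in 3 or more libraries, only the groups compared, the mouse as a block, an adjusted p under 0.1, an unadjusted p under 0.05, at least a 2-fold change, each library left out in turn, and Table 2 lists without Mip or without the 4 genes Actb, Gapdh, Gusb and Hsp90ab1. Median-ratio scaling, quantile normalization, limma without the trend, and an unadjusted p with a 2-fold change were added after the data had been seen. The calling was tested on simulated data with 200 changed genes of 18509, of which 154 were called for IOP with 13 false calls, and 114 for the interaction with 17 false calls. When IOP‐treated retinas were simulated with a spread of their own, in 18500 genes, there were 39 false calls for IOP, 14 for the interaction and 138 for GCV in IOP‐treated retinas, where a shared spread had given 16. In both simulations the noise was independent between genes and libraries, so variation shared by many genes was not covered. Some results are not reported here because the items they concern are withheld. GO and Enrichr analyses were not repeated because their gene sets were not available. Tables were read and figures drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.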

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

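The sign-flip test and the permutation of the mice were chosen after the results had been seen, and quantile normalization after the data had been seen. Which lists count as outside the processes the paper discusses was also narrowed after the values had been seen. Reactive glia, leukocyte and lens lists were then moved to the other observations, because Table 1 names their processes.

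Immediate early genes, which the text and Table 1 do not name, were higher in IOP‐treated retinas, a signal outside the processes the paper discusses. The set of 15 genes had an adjusted p of 0.000176 without and 5.21e-06 with GCV, and median log2 fold changes of 0.41 and 0.82. Junb and Fosb were called in both comparisons, Junb not with the eyes paired (adjusted p = 0.0559 without GCV). Averaged over the list, the IOP‐treated eye was higher in 6 of 6 mice, by 0.71 ± 0.18 (mean ± SD; exact sign-flip test, p = 0.0312, the smallest that 6 mice allow, adjusted p = 0.0417). With fry the adjusted p was 0.0136, and with an estimated correlation 0.343. Tables argue against the scaling of the libraries and against the low depth of the IOP‐treated retina of mouse 6 as whole causes, since the set passed after quantile normalization (adjusted p = 0.000102) and without that library (1.32e-05). The handling of the eyes before RNA extraction is not recorded and stays open beside an effect of IOP.

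In 3 lists the response to IOP differed between mice with and without GCV in the set test of the difference. For blood markers (7 genes) the log2 change with IOP was lower with GCV (adjusted p = 0.00377, median difference -0.52), with medians of 0.01 without and -0.55 with GCV. For endothelial markers (12 genes) it was also lower (adjusted p = 0.0357, median difference -0.25), with medians of 0.20 and -0.11. Interleukin-6 and interleukin-1 signaling genes rose more with GCV (30 genes, adjusted p = 0.0137, median difference 0.28). The adjusted p with fry was 0.483, 0.879 and 0.879, and exact permutation of the mice gave p = 0.2, 0.6 and 0.5, where the design allows no p under 0.1. No gene of these lists passed an adjusted p of 0.05 for the difference. With a pseudocount of 0.1 the endothelial and the interleukin sets no longer passed (0.0823 each). In the 12 fits that left out 1 library, the blood set passed in 10, the endothelial set in 5 and the interleukin set in 8. Single libraries are a candidate explanation. Without the IOP‐treated retina of mouse 3 the blood value was 0.147, without that of mouse 4 the endothelial value was 0.94, and without that of mouse 5 the interleukin value was 0.208. Blood markers were also higher with GCV in control eyes (0.0317), which enters this difference. Among them Hba-a2 stood at 30.4 FPKM in the control retina of mouse 2, and at 0.0355 and 0.0310 FPKM in those of mice 1 and 5. Hba-a1 of the same list went the other way, at 8.85 FPKM in mouse 2 against 50.9 and 10.7 FPKM in mice 1 and 5. The Hba-a2 value therefore does not by itself show more blood in that retina. Without the control retina of mouse 2 the blood value was 0.0728, with a median difference of -0.19. Whether GCV itself, the residual blood left in an eye or the vessels taken with a retina differ between the mice was not tested.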

How the results depend on the processing

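Median-ratio scaling, quantile normalization, limma without the variance trend, and an unadjusted p with a 2-fold change were chosen after the data were seen. No cause of the changes below was tested, apart from those given by fewer genes, fewer libraries or another threshold.

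With a pseudocount of 0.1, 464 genes were called for IOP (410 higher) and 535 with GCV (504 higher), 1 for GCV in control eyes, 316 in both and 219 only with GCV. With the filter on low values (13411 genes), 215 were called only with GCV, and the interaction of the apoptosis list and GCV in IOP‐treated eyes for the SASP list changed direction (adjusted p = 0.971 each). With the mouse as a block, 75 were called for IOP (72 higher, 3 lower; 73 shared with the 306), 144 with GCV (139 higher, 5 lower; 132 shared with the 334), 60 in both, 15 only without and 84 only with GCV, and the apoptosis interaction changed direction (0.971). With only the groups compared, 24 were lower for IOP, 92 were called with GCV (86 higher, 6 lower), 1 for GCV in control eyes, 44 in both, 281 only without and 48 only with GCV. With a 2-fold change, 11 were lower for IOP, 9 lower with GCV, 62 only without and 88 only with GCV. At an unadjusted p under 0.05, 3501 passed for IOP (1757 higher, 1744 lower), 3547 with GCV (1854 higher, 1693 lower), 358 for the interaction, 774 for GCV in IOP‐treated eyes, 295 in control eyes, 1828 in both, 1673 only without and 1719 only with GCV. At an adjusted p under 0.1, 607 were called for IOP (470 higher, 137 lower), 780 with GCV (634 higher, 146 lower), 363 in both, 244 only without and 417 only with GCV. After quantile normalization 70 were lower for IOP and 72 with GCV. At an unadjusted p with a 2-fold change, 924 passed for IOP (588 higher, 336 lower), 1045 with GCV (674 higher, 371 lower), 37 for the interaction, 46 and 13 for GCV in IOP‐treated and control eyes, 647 in both, 277 only without and 398 only with GCV. Without the trend, 283 and 342 were called, 268 and 312 of them shared with the main setting. Median-ratio scaling moved no count by over 1.5 times, which its small factors left little room to do.

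With an estimated correlation the adjusted p of the SASP, ECM and apoptosis lists was 0.412, 0.522 and 0.412, without and with GCV. With fry it was 0.2 and 0.082 for ECM and apoptosis without GCV, and 0.126 and 0.0571 with GCV. Without Mip the SASP set test gave 1.55e-07 without and 3.67e-06 with GCV, and without Actb, Gapdh, Gusb and Hsp90ab1 the apoptosis set test gave 0.00346 and 0.003, each on the same side of 0.05.

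Leaving out 1 library gave from 23 to 2490 genes for IOP (23 to 969 higher, 0 to 1521 lower), from 77 to 716 with GCV (74 to 680 higher, 1 to 36 lower), from 0 to 2 for the interaction, from 0 to 4 and from 0 to 3 for GCV in IOP‐treated and control eyes, from 22 to 765 in both, from 1 to 1725 only without and from 9 to 408 only with GCV. The most came without the IOP‐treated retina of mouse 4 (2490), which has the least loss of retinal ganglion cell markers. The ECM set test for IOP ranged from 0.000897 to 0.138. For the interaction, adjusted p ranged from 0.00106 to 0.878 (SASP), 0.035 to 0.969 (ECM) and 0.0522 to 1 (apoptosis), and for GCV in IOP‐treated eyes from 0.00132 to 0.818, 0.0111 to 0.735 and 0.0458 to 0.735.

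For 64 effects of named genes, 407 values kept their direction and side of the threshold under these alternatives, 34 no longer passed it (17 of them with the mouse as a block) and 5 newly passed. In the fits without 1 library, 255 kept both, 7 newly passed, 3 changed direction and the others no longer passed. The log2 fold change of Tnks2 ranged from -0.0396 to 0.0236 and that of Ei24 from -0.174 to 0.419.

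Other splits of the samples were counted: of 10 splits, 1 (the real one) gave as many genes for IOP (306, against at most 1) and 1 for IOP with GCV (334, against at most 1), also among the 4 splits that part every pair of eyes. Since 3 against 3 cannot give a share under 0.1, this count alone does not exclude chance. At an unadjusted p under 0.05, the highest count in another split was 2707 against 3501 for IOP without GCV. With GCV it was 723 against 3547. Genes called higher in mice of the other treatment were higher in 96.7% to 99.6% of cases in each of the 6 mice, which share no library with the mice that chose them and argue against chance for the higher genes. For the interaction and for GCV in IOP‐treated and control eyes 0 were called, so 10 of 10 splits give as many by construction and the count says nothing. By unadjusted count (358, 774, 295) 9, 9 and 2 of 10 gave as many. The most called in another split was 2, 1278 (4241 unadjusted, the IOP‐treated retinas of mice 3, 5 and 6 against those of mice 1, 2 and 4) and 1. Tests on counts (count-based size factors, count filters, an exact test on counts) were set beforehand and not run, because the table holds FPKM.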

Differences from the paper's values

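The paper gives 21351 detected gene loci, against 18509 genes above 0 in any library, which differ by less than 1.5 times. Genes above 0 in every library, an alternative set beforehand, numbered 13841, over 1.5 times fewer.

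For IOP without GCV the paper's count is 1601 deregulated genes, against 306 in the main setting. None of the alternatives set before the data were examined came within 1.5 times of it, with 3501 at an unadjusted p under 0.05, 607 at an adjusted p under 0.1 and 2490 without the IOP‐treated retina of mouse 4. The paper's 999 higher genes stand against 263. Leaving out that retina gave 969, and the other alternatives set beforehand did not close the gap. The paper's 602 lower genes stand against 43, and no alternative set beforehand closed the gap.

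For IOP with GCV the paper's count is 1707, against 334, and no alternative set beforehand closed the gap. The paper's 848 higher genes stand against 305. An adjusted p under 0.1 gave 634 and leaving out the IOP‐treated retina of mouse 2 gave 680, both within 1.5 times, and an unadjusted p with a 2-fold change, chosen after seeing the values, gave 674. The paper's 859 lower genes stand against 29, with no alternative set beforehand closing the gap.

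For the overlap, the paper's 617 genes deregulated only without GCV stand against 111. Leaving out the IOP‐treated retina of mouse 5 gave 583, and the other alternatives set beforehand did not close the gap. Genes in both comparisons numbered about 980 in Fig. 4d, read by eye, against 195, and leaving out the IOP‐treated retina of mouse 4 gave 765. Genes only with GCV numbered about 720 there, read by eye, against 139, and no alternative set beforehand closed the gap.

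The paper states a nearly equal share of higher and lower genes with GCV and more higher genes without. Here 91.3% were higher with GCV and 85.9% without. At an unadjusted p under 0.05, set beforehand, the shares were 52.3% and 50.2%. The paper states that GCV mitigated the response of the Table 2 lists. The interaction test here gave adjusted p of 0.548, 0.879 and 0.904, and reached 0.00106 for SASP only without the IOP‐treated retina of mouse 5 (lower with GCV). For ECM it reached 0.035 without the IOP‐treated retina of mouse 2 (higher with GCV). The paper states that GCV lowered the senescence program and ECM. The set tests between IOP‐treated retinas gave 0.749 for SASP and 0.749 for ECM, the latter toward higher, and without the IOP‐treated retina of mouse 5 they gave 0.00132 and 0.0583, both lower. Without the IOP‐treated retina of mouse 2 the ECM value was 0.0111, toward higher.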

Other observations

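The tests of lens tissue, of IOP induction, of blood, of dilution and of mislabelling below were chosen after their patterns had been seen, and quantile normalization was chosen after the data had been seen.

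Lens markers, whose processes Table 1 names, were high in the IOP‐treated retinas of mice 4 and 6, both retinas of mouse 1 and the IOP‐treated retinas of mice 2 and 5. Cryaa, among their most abundant genes, was at 1350 to 3850 FPKM in these 6 libraries and at 1.34 to 52.4 FPKM in the other 6. Of 9 lens fibre genes other than crystallins, 8 had the same 6 highest libraries, where chance gives 0.11% per gene, and Birc7 shared 5. Lens tissue in some retina samples may explain this. An effect of IOP on retinal cells cannot be told apart from lens entering the cannulated eyes, since the list was higher in the IOP‐treated eye of 6 of 6 mice (exact sign-flip test, p = 0.0312, the smallest that 6 mice allow, adjusted p = 0.0417). As sets, lens fibre genes had adjusted p of 0.00258 without and 0.00417 with GCV, lens markers 3.03e-06 with GCV, and none of these genes was called. Mip of the SASP list is a lens fibre gene, and the list was also tested without it.

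Reactive glia markers were higher in IOP‐treated retinas, with 10 of 18 called and an adjusted p of 4.6e-16 (5.09e-18 with GCV, 12 called). Microglia and macrophage markers gave 9.44e-19 and 1.07e-18, with 12 and 13 of 20 called. The glia set passed after quantile normalization (2.02e-16) and without the IOP‐treated retina of mouse 6 (4.12e-16), which argues against scaling and low depth as whole causes. Infiltrating leukocyte markers passed in the same tests (2.28e-08 and 1.77e-07). Blood markers changed by -0.218 on average over the 6 mice (SD 0.695), and leukocyte markers rose more than blood markers in 6 of 6, by 2.1 ± 0.77, which argues against whole blood as the source. Microglia express part of the leukocyte list, so a change in retinal cells stays open beside infiltration, and the hypothesis of infiltration was found and tested on the same data.

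Retinal ganglion cell markers were lower in IOP‐treated retinas, with a median log2 fold change of -0.996 without and -1.35 with GCV (adjusted p of the set 2.27e-08 and 2.43e-10, with fry 0.192 and 0.14), and 0 of 22 were called (1 and 18 when adjusted over the list alone). Per mouse the mean change was -0.44, -1.57, -1.56, -0.05, -1.51 and -1.50 for mice 1 to 6. Exchanged labels in mouse 4 are argued against by its interferon response genes, which rose by 2.27 in the eye labelled IOP, within the 1.48 to 2.73 of the other mice. Dilution by transcripts that rose would lower all other genes alike. The median change of 12910 genes lay between -0.02 and 0.03 in the 6 mice, and ganglion cell markers changed by -1.1 ± 0.69 relative to it (mean ± SD, lower in 6 of 6 mice; exact sign-flip test, p = 0.0312, the smallest that 6 mice allow), which argues against dilution as the whole cause. An earlier scaling between libraries could by itself keep the median change small, but the change relative to the median does not depend on it. Relative to rod markers, ganglion cell markers were lower in 5 of 6 mice (exact sign-flip test, p = 0.0938). Loss of cells and lower expression in them stay open. Pou4f1, which encodes Brn3a, had log2 fold changes of -0.99 without (adjusted p = 0.274; -0.447 without the IOP‐treated retina of mouse 3 and -1.50 without that of mouse 4) and -1.55 with GCV (adjusted p = 0.119). The difference with GCV gave a set value of 0.365.

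Of the other lists, without and with GCV, bipolar and amacrine cell markers had adjusted p of 4.12e-06 and 2.94e-07 (lower), Mueller glia markers 0.0406 and 0.102 (lower), rod markers 0.337 and 0.761, pigment epithelium 0.36 and 0.264, ciliary body, iris and cornea 0.97 and 0.647, blood 0.612 and 0.0871, endothelium 0.283 and 0.641, and senescence genes 0.000574 and 0.000126 (higher). With fry the adjusted p was 0.184 and 0.159 for bipolar and amacrine cell markers and 0.306 for Mueller glia markers without GCV. For senescence genes fry gave 0.0741 without and 0.0385 with GCV. None of these lists passed 0.05 with an estimated correlation. With GCV, interferon response genes gave 2.83e-36, interleukin-6 and interleukin-1 signaling 4.68e-14, ADP-ribosylation 0.0048, microglial activation 5.69e-13 and p53 and DNA damage apoptosis 3.44e-07, all higher. Control retinas of the mice with and without GCV already differed as sets, with lens markers (1.86e-10), lens fibre genes (0.000661), retinal ganglion cell markers (0.000601, 21 of 22 genes) and blood markers (0.0317) higher, and ciliary body, iris and cornea (0.0007) and pigment epithelium (0.0494) lower with GCV. With fry the adjusted p of these sets was 0.707 to 0.953. The lens difference rested largely on the control retina of mouse 1, with Cryaa at 3850 FPKM. Cryaa stood at 25.1 and 52.4 FPKM in the control retinas of mice 2 and 5, and at 1.34 to 14.1 FPKM without GCV. Between IOP‐treated retinas with and without GCV, lens markers (0.00584), lens fibre genes (0.0432), infiltrating leukocyte markers (0.0452) and interleukin-6 and interleukin-1 signaling genes (0.00618) were higher with GCV as sets, and none of their genes was called. These sets did not pass with fry (adjusted p of 0.78 to 0.879) or with an estimated correlation (0.785 to 0.812).

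The IOP‐treated retina of mouse 6 had 592 of 1713 genes with a single transcript at 0 where its depth gives 375, a ratio of 1.58 against 1.08 to 1.33 in the other libraries, over the limit of 1.5 set beforehand. More genes were at 0 than expected in every library, so the expected number is too low and lower depth cannot be told apart from another cause in a single library. No biological explanation was tested.

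The most abundant genes had little power. Among the 20 most abundant, the variance trend gave a median prior SD of 0.888 where the residual SD was 0.297, against 0.179 and 0.222 over all genes. Xist was at 31.7 to 80.6 FPKM and Y chromosome genes at 0 in both eyes of mice 5 and 6, and in mice 1 to 4 Xist was at most 0.068 FPKM, so the eyes of each mouse matched in sex and each treatment had 1 female mouse. The first principal component held 51.1% of the variance and the second 14.6%. Deviations from the group means of the 2 eyes of a mouse correlated across genes by -0.12 to 0.39, against a median of -0.04 (-0.36 to 0.38) for 30 pairs of different mice, and genes are not independent replicates.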
